# Heterogeneous nuclear ribonucleoprotein K is associated with poor prognosis and regulates proliferation and apoptosis in bladder cancer

**DOI:** 10.1111/jcmm.12999

**Published:** 2016-11-10

**Authors:** Xu Chen, Peng Gu, Ruihui Xie, Jinli Han, Hao Liu, Bo Wang, Weibin Xie, Weijie Xie, Guangzheng Zhong, Changhao Chen, Shujie Xie, Ning Jiang, Tianxin Lin, Jian Huang

**Keywords:** hnRNPK, bladder cancer, proliferation, apoptosis, transcriptional regulation

## Abstract

Heterogeneous nuclear ribonucleoprotein K (hnRNPK) is an essential RNA‐ and DNA‐binding protein that regulates diverse biological events, especially DNA transcription. hnRNPK overexpression is related to tumorigenesis in several cancers. However, both the expression patterns and biological mechanisms of hnRNPK in bladder cancer are unclear. We investigated hnRNPK expression by immunohistochemistry in 188 patients with bladder cancer, and found that hnRNPK expression levels were significantly increased in bladder cancer tissues and that high‐hnRNPK expression was closely correlated with poor prognosis. Loss‐ and gain‐of‐function assays demonstrated that hnRNPK promoted proliferation, anti‐apoptosis, and chemoresistance in bladder cancer cells *in vitro*, and hnRNPK knockdown suppressed tumorigenicity *in vivo*. Mechanistically, hnRNPK regulated various functions in bladder cancer by directly mediating cyclin D1, G0/G1 switch 2 (*G0S2*), XIAP‐associated factor 1, and ERCC excision repair 4, endonuclease catalytic subunit (*ERCC4*) transcription. In conclusion, we discovered that hnRNPK plays an important role in bladder cancer, suggesting that it is a potential prognostic marker and a promising target for treating bladder cancer.

## Introduction

Bladder cancer is one of the most common cancers and accounts for approximately 429,800 newly diagnosed cases and 165,100 deaths per year worldwide 1. Emerging evidence shows that aberrant cell cycle 2, 3, excessive anti‐apoptosis 3, 4, 5, and chemoresistance 6, 7, 8 signalling are involved in the carcinogenesis and progression of bladder cancer. Previous studies have found that the mechanism of bladder cancer is complex and coregulated by several molecular networks 3, 9, but many of the key elements are not fully understood.

Heterogeneous nuclear ribonucleoprotein K (hnRNPK), a member of the hnRNP family, is an essential RNA‐ and DNA‐binding protein. Structurally, it contains three consecutive K homologue domains that are responsible for RNA or single‐stranded DNA binding, a nuclear localization signal that induces its transport from the cytoplasm to the nucleus, and a nuclear shuttling domain that regulates its translocation to the cytoplasm 10, 11, 12. Biologically, hnRNPK interacts with diverse molecules involved in gene expression and signal transduction, including chromosome remodelling, DNA transcription, RNA processing, RNA splicing, and RNA stability and translation 7, 13.

hnRNPK is overexpressed in human cancers, including colorectal, pancreatic, liver, prostate and renal cancer 14, 15, 16, 17, 18. Heterogeneous nuclear ribonucleoprotein K is thought to play an important role in cancer progression, as high levels of expression correlate with poor clinical outcome 16, 17, 18. Several studies have found that hnRNPK promoted metastases in tumours by up‐regulating matrix metalloproteinase 18, 19, 20. Knockdown of hnRNPK suppressed proliferation in pancreatic and renal cancer 16, 18. In addition, hnRNPK serves as a transcriptional cofactor for the p53 pathway during the DNA damage response 21. However, a recent report showed that, in liver cancer, hnRNPK suppressed apoptosis independent of p53 status by promoting X‐linked inhibitor of apoptosis protein (XIAP) 22. Until now, there has been no report on hnRNPK behaviour in bladder cancer.

In this study, we investigated hnRNPK expression in bladder cancer tissues and analysed its correlation with the clinicopathological characteristics and overall survival of bladder cancer. We also studied the function and mechanism of hnRNPK in bladder cancer cells. Our findings strongly suggest that hnRNPK participates in bladder cancer carcinogenesis and is a potential diagnostic and prognostic marker and a promising therapeutic target.

## Material and methods

### Tissue samples

Four tissue microarrays containing 159 bladder cancer specimens and 92 normal tissues were purchased from Shanghai Outdo Biotech (Shanghai, China) and US Biomax. In 59 cases, the tissue microarray contained the patients' follow‐up data, but the cause of death was unclear. A further 29 bladder cancer specimens, which included the patients' follow‐up data, and 10 normal tissues were obtained from patients undergoing radical cystectomy at Sun Yat‐sen Memorial Hospital between June 2012 and June 2014. All samples were evaluated and histologically diagnosed by expert pathologists. All samples were collected with informed consent according to the Sun Yat‐Sen University internal review and ethics boards. Table S1 lists the patient and tumour demographics.

### Immunohistochemical (IHC) staining and scoring analyses

This experiment was conducted as previously described 23, 24. Briefly, paraffin sections of bladder cancer tissues and normal tissues were first deparaffinized and hydrated. Microwave antigen retrieval was performed for all antibodies, and endogenous peroxidase activity was blocked by incubating the slides in 0.3% H_2_O_2_. After serial incubation with primary antibodies and secondary antibody, sections were developed with peroxidase and 3,3′‐diaminobenzidine tetrahydrochloride. The sections were then counterstained with haematoxylin and mounted in non‐aqueous mounting medium. Anti‐hnRNPK antibody (1:50; sc‐28380; Santa Cruz Biotechnology, Santa Cruz, CA, USA) was used to detect hnRNPK expression in the specimens. Anti‐hnRNPK and anti‐Ki67 antibodies (1:500; Zhongshan Bio‐Tech, Beijing, China) were used to detect hnRNPK and Ki67 expression in mouse tumours. Human prostate cancer tissues were used as positive controls to test hnRNPK antibody for IHC staining (Fig. S1A). Negative controls were created by replacing the primary antibody with non‐immune immunoglobulin G (IgG; DAKO, Glostrup, Copenhagen, Denmark) (Fig. S1B).

Heterogeneous nuclear ribonucleoprotein K expression in the bladder cancer specimens was blind‐quantified by two pathologists using a previously described scoring system 23. Briefly, the immunostaining intensity of each sample was graded as negative = 0, weak = 1, moderate = 2, or strong = 3 (Fig. S2). The proportion of positively staining cells was assessed as the percentage. The score was then calculated as the intensity score multiplied by the percentage of cells stained (score = intensity × % of positive cells). The samples were classed as low (score <140) or high (score ≥140) hnRNPK expression. Images were visualized using a Nikon ECLIPSE Ti (Fukasawa, Japan) microscope system and processed with Nikon software.

### Cell culture

The human bladder cancer cell lines UM‐UC‐3 and T24 (ATCC, Manassas, VA, USA) were used in this study. UM‐UC‐3 cells were cultured in DMEM (Gibco, Shanghai, China), whereas T24 cells were cultured in RPMI 1640 (Gibco). All medium was supplemented with 10% foetal bovine serum (Shanghai ExCell Biology, Shanghai, China) and 1% penicillin/streptomycin. The cells were grown in a humidified atmosphere of 5% CO_2_ at 37°C.

### RNA interference

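The target sites of the siRNAs against hnRNPK were located by an exact match of their 19 paired bases to the transcripts of GENCODE release 29, which is on GRCh38. HNRNPK (ENSG00000165119) lies on the minus strand of chromosome 9 from 83968083 to 83980616. The siRNA-1 sequence GGGUUGUAGAGUGCAUAAA matched 83972869 to 83972887, in exon 10 of a coding transcript with 17 exons. The siRNA-2 sequence GCCUCCAUCUAGAAGAGAU matched 83971998 to 83972016, in exon 11 of the same transcript. Both sites lie in the coding sequence of each of the 5 protein-coding HNRNPK transcripts that hold them. Both sequences also matched the processed pseudogenes HNRNPKP1 on chromosome 5, HNRNPKP2 on chromosome 2 and HNRNPKP4 on chromosome 3 without a mismatch, and no other annotated gene.

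**Figure D1:**
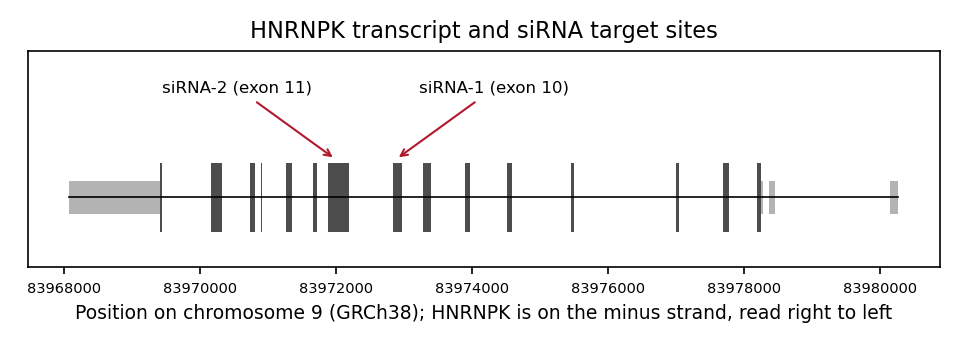
Map of an HNRNPK transcript with 17 exons, with the position on chromosome 9 of GRCh38 in bases on the horizontal axis. Tall dark boxes are coding sequence, low grey boxes are untranslated exon parts, and arrows mark the siRNA-1 site in exon 10 and the siRNA-2 site in exon 11.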

Small interfering RNA (siRNA) oligos targeting hnRNPK (si‐hnRNPK; siRNA‐1: GGGUUGUAGAGUGCAUAAATT, siRNA‐2: GCCUCCAUCUAGAAGAGAUTT) or negative control siRNA were purchased from GenePharma (Shanghai, China). SiRNA transfections were performed with 75 nM siRNA and Lipofectamine RNAiMAX (Life Technologies, Thermo Fisher Scientific Inc., Waltham, Massachusetts, USA) as previously described 25. Mock cells were treated with RNAiMAX and cultured in Opti‐MEM for 6 hrs, but without siRNA.

### Stable hnRNPK knockdown cell lines

The pLKO.1 TRC cloning vector (Addgene plasmid: 10878) was used to generate short hairpin RNA (shRNA) against hnRNPK (ATGCCTCCATCTAGAAGAGAT) or the negative control (CCTAAGGTTAAGTCGCCCTCG). The lentivirus production and infection was conducted according to the manufacturer's protocol.

### Cell proliferation assay

The methyl thiazolyl tetrazolium (MTT; MTS, Promega, Shanghai, China) colorimetric assay was used to screen for cell viability. Mock cells and cells transfected with control or hnRNPK siRNA were seeded in 96‐well plates at 2 × 10^3^ cells per well. Then, the absorbance was measured at 490 nm over 5 days using a SpectraMax M5 unit (Molecular Devices).

For the colony formation assay, the cells were seeded in a 6‐well plate at a density of 1000 cells per well after siRNA transfection. Approximately 10 days later, the clones were washed with 1× PBS and stained with crystal violet for approximately 20 min. Finally, the clones were imaged and quantified.

For the cell cycle analysis, cells were harvested 48 hrs after transfection and fixed in 70% ice‐cold ethanol, followed by RNase A treatment, and stained with 50 μg/ml propidium iodide (PI) for DNA content analysis in a FACSCalibur BD flow cytometer (Franklin Lakes, New Jersey, USA). The data were collected and processed using BD FACSuite analysis software (Franklin Lakes, New Jersey, USA).

The ethynyl deoxyuridine (EdU) assay was performed according to the manufacturer's instructions (RiboBio, Guangzhou, China). At 24 hrs after transfection, cells were seeded at 1.5 × 10^4^ cells per well in a 48‐well plate. At 48 hrs after transfection, 50 μM EdU was added to the plate, incubated for 2 hrs with the cells, and the nuclei were stained with 4′,6‐diamidino‐2‐phenylindole. The images were captured using an Olympus laser scanning microscope system (Tokyo, Japan).

### Chemosensitivity assay

Mock and transfected cells were treated with 0, 0.5, 1, 1.5, 2 and 2.5 μg/ml cisplatin (Sigma‐Aldrich, St. Louis, Missouri, USA) for 48 hrs. Chemosensitivity was measured using the same method as the MTS assay. To calculate the median inhibitory concentration (IC_50_), data were fitted in GraphPad Prism 5 (GraphPad, San Diego, CA, USA) and a dose–response curve was plotted using the four‐parameter dose–response curve as follows: Y = bottom + (top − bottom)/(1 + 10^[(Log IC50‐X) × HillSlope)]^ 23.

### Apoptosis analysis

At 24 hrs after transfection with control or hnRNPK siRNA, mock cells and experimental cells were treated with 0 μg/ml or IC_50_ cisplatin for 24 hrs. The IC_50_ of cisplatin in the UM‐UC‐3 and T24 cells was 1.8 μg/ml and 1.3 μg/ml respectively. The cells were collected, washed with PBS, and apoptosis was analysed with annexin V–fluorescein isothiocyanate and PI staining (Biotool, Shanghai, China) in a FACSCalibur BD flow cytometer.

### Detection of caspase‐3/7 activity

Caspase‐3/7 activity was measured using a Caspase‐Glo 3/7 Assay kit (Promega) as previously described 23.

### RNA isolation and quantitative RT‐PCR

Total cellular RNA was extracted using TRIzol (Invitrogen, Waltham, Massachusetts, USA) according to the manufacturer's protocol and was used for reverse transcription with a PrimeScript RT‐PCR kit (TaKaRa Biotechnology, Dalian, China). RT‐qPCR was conducted using a standard SYBR Green PCR kit (Roche Penzberg, Upper Bavaria, Germany) protocol with a LightCycler 96 Real‐Time System (Roche). The relative expression was calculated using the comparative cycle threshold (2^−∆∆Ct^) method. The transcription level of GAPDH was used as the internal control. Table S2 lists the specific primers used.

### Western blotting

Western blotting was performed as previously described 23, 26. Primary antibodies specific to hnRNPK, XIAP‐associated factor 1 (XAF1), ERCC excision repair 4, endonuclease catalytic subunit (ERCC4), ERCC1, G0/G1 switch 2 (G0S2) (1:200; Santa Cruz Biotechnology), cyclin A2, cyclin D1, cyclin E2, cleaved caspase‐7, and GAPDH (1:1000; CST, Danvers, Massachusetts, USA) were used. The blots were then incubated with goat anti‐rabbit or anti‐mouse secondary antibody (CST) and visualized using enhanced chemiluminescence.

### Tumorigenesis study

The Sun Yat‐sen University Institutional Animal Care and Use Committee approved all of the animal care and experimental procedures. Male BALB/c nude mice (4–5 weeks old) were purchased from the Sun Yat‐sen University Experimental Animal Center and housed in specific pathogen–free barrier facilities. Cells (3 × 10^6^) were injected subcutaneously in to the right or left side of the dorsum; six mice were used. Tumour sizes were measured every 3 days. At 21 days post‐implantation, the mice were killed and the tumours were surgically dissected; tumour specimens were fixed in 4% paraformaldehyde.

### RNA sequencing analysis

Cells were transfected with si‐hnRNPK (mixture of siRNA‐1 and ‐2) or control siRNA for 48 hrs. Then, total RNA was extracted from cells using TRIzol (Invitrogen). Library construction and sequencing were performed by Annoroad Gene Technology (Beijing, China). The libraries were sequenced on an Illumina HiSeq 2500 platform and 100‐bp paired‐end reads were generated. All primary data in RNA sequencing (RNA‐seq) analysis have been uploaded to the Gene Expression Omnibus (GSE79832). Gene ontology (GO) pathway analysis was performed with Molecule Annotation System 3.0 (MAS 3.0; CapitalBio, Beijing, China).

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) was conducted using a EZ‐Magna ChIP A/G kit (Millipore, Billerica, Massachusetts, USA) according to the manufacturer's instructions. Cells were transfected with si‐hnRNPK (a mixture of siRNA‐1 and ‐2) or control siRNA for 48 hrs; 1 × 10^6^ cells were used for each reaction. The cells were fixed in 1% formaldehyde at room temperature for 10 min., and the nuclei were isolated with nuclear lysis buffer (Millipore) supplemented with protease inhibitor cocktail (Millipore). Chromatin DNA was sonicated and sheared to lengths between 200 and 1000 bp. The sheared chromatin was immunoprecipitated at 4°C overnight with anti‐hnRNPK antibody (ab39975; Abcam, Cambridge, Massachusetts, USA). Normal rabbit IgG and anti‐RNA polymerase II antibody (Millipore) were used as the negative and positive control respectively. Table S3 lists the ChIP‐qPCR primers. Heterogeneous nuclear ribonucleoprotein K and RNA polymerase II protein levels in the ChIP assays were detected by western blotting (Fig. S7).

### Statistical analyses

Data are presented as the mean ± S.D. of three independent experiments. Two‐tailed Student's *t*‐tests and one‐way anova were used to evaluate the data. Cumulative survival time was calculated using the Kaplan–Meier method and analysed by the log‐rank test. A multivariate Cox proportional hazards model was used to estimate the adjusted hazard ratios and 95% confidence intervals and to identify independent prognostic factors. All statistical analyses were performed with SPSS 19.0 (SPSS Inc., Chicago, IL, USA). Differences were considered statistically significant at *P* < 0.05 and *P* < 0.01.

## Results

### hnRNPK expression is increased in bladder cancer and associated with bladder cancer clinical characteristics

To detect hnRNPK expression in bladder cancer, we first performed western blot analysis on six cases of primary bladder cancer. Heterogeneous nuclear ribonucleoprotein K expression was up‐regulated in five of the cases as compared to the adjacent normal tissues (Fig. 1A). To further evaluate hnRNPK expression and its relationship with the clinical features of bladder cancer, we examined hnRNPK expression in 188 bladder cancer tissues and 102 normal tissues by IHC. Figure S1 shows the positive and negative controls for hnRNPK in IHC. Heterogeneous nuclear ribonucleoprotein K was mainly expressed in the nuclei of the bladder cancer cells and was significantly overexpressed in bladder cancer tissues as compared with normal tissues (score: 143.3 ± 5.7 *versus* 95.3 ± 5.8, *P* < 0.001, Fig. 1B, Fig. S3). Moreover, hnRNPK expression was obviously higher in poorly differentiated tissues as compared to well‐differentiated tissues (Fig. 1C). Clinicopathological correlation analysis revealed positive correlation between elevated hnRNPK levels with poor differentiation and advanced tumour stage (Table 1). There was no correlation between hnRNPK expression and tumour size or lymph node status.

**Figure 1:**
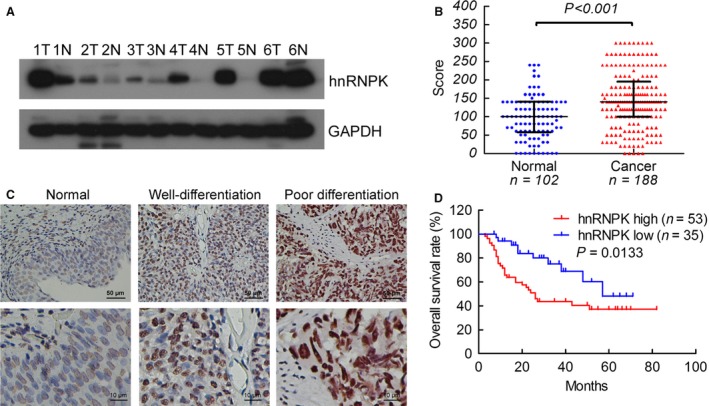
hnRNPK is up‐regulated in bladder cancer tissues. (**A**) Western blot detection of hnRNPK expression in six cases of bladder cancer tissue (T) and normal urothelium (N). (**B**) IHC expression of hnRNPK quantified by expression score (0–300) in normal urothelium and bladder cancer. (**C**) Representative IHC analysis of hnRNPK protein in normal, well‐differentiated, and poorly differentiated bladder cancer tissues. Magnification: ×400 (top) and ×1000 (bottom). (**D**) The overall survival rates of the 88 patients with bladder cancer were compared according to low‐ and high‐hnRNPK status. Statistical significance was determined using the log‐rank test. The samples were classed as low (score <140) or high (score ≥140) hnRNPK expression.

**Table 1:** Relationship between hnRNPK expression and clinicopathological features of bladder caner

Characteristics	Cases (%)	Score	*P*‐value
Patients (*N*)	188		
Gender, *N* (%)			
Male	130 (69.1)	137.4 ± 6.7	0.1241
Female	58 (30.9)	156.6 ± 10.9	
Age (year)			
≤65	94 (50.0)	129.8 ± 8.2	0.0184^a^
>65	94 (50.0)	156.8 ± 7.8	
Pathologic tumour grade, *N* (%)			
Low grade	59 (29.8)	83.7 ± 7.2	<0.0001^a^
High grade	129 (70.2)	170.6 ± 6.4	
Tumour stage			
CIS,Ta,T1	56 (29.8)	123.0 ± 8.2	0.0209^a^
T2‐4	132 (70.2)	151.9 ± 7.3	
Patients (*N*)	116		
Tumour size *N* (%)			
≤3 cm	45 (38.8)	148.0 ± 9.7	0.4900
>3 cm	71 (61.2)	157.7 ± 9.3	
Lymphnodes status, *N* (%)			
Negative	99 (85.3)	153.8 ± 7.3	0.9621
Positive	17 (14.7)	154.7 ± 18.4	

a *P* < 0.05 is considered significant. The score is presented as the means ± SD of values obtained in three independent experiments.

### hnRNPK expression predicts disease prognosis

Kaplan–Meier survival analysis showed significantly reduced overall survival (*P* = 0.0133, median survival, 26 months) in patients with bladder cancer with increased hnRNPK expression as compared with the median overall survival of 57 months in patients with low hnRNPK immunostaining (Fig. 1D). To further evaluate the prognostic factors associated with overall survival in bladder cancer, we first carried out univariate analysis using age, sex, tumour stage, histological grade, node stage, tumour size and hnRNPK expression as parameters. Heterogeneous nuclear ribonucleoprotein K expression and nodal metastasis were significantly associated with overall survival (*P* = 0.017 and 0.020, respectively, Table 2). Moreover, the variables associated with survival by univariate analyses were adopted as covariates in the multivariate analyses, which revealed that high‐hnRNPK expression in addition to positive node stage was an independent predictor of overall survival (*P* = 0.013 and 0.013, respectively, Table S2). These findings clearly demonstrate the potential of hnRNPK as a marker of poor prognosis in bladder cancer.

**Table 2:** Univariate and multivariate analysis of factors associated with overall survival in bladder cancer

Variable	Univariate			Multivariate		
	HR^2^	95% CI	*P*	HR^2^	95% CI	*P*
Age, years (>65/≤65)	1.107	0.592–2.070	0.751			NA
Gender (female/male)	1.522	0.673–3.444	0.313			NA
Histological grade (high/low)	0.984	0.447–2.166	0.968			NA
Tumour stage (T2–T4/Ta–T1)	1.296	0.646–2.600	0.466			NA
Nodal metastasis (N1–N2/N0)	2.435	1.151–5.151	**0.020**	2.588	1.225–5.469	**0.013**
Tumour size (>3 cm/≤3 cm)	0.642	0.343–1.200	0.165			NA
hnRNPK (high/low)	2.391	1.167–4.899	**0.017**	2.487	1.212–5.103	**0.013**

Univariate and multivariate analysis. Cox proportional hazards regression model. Variables associated with survival by univariate analyses were adopted as covariates in multivariate analyses. Significant *P*‐values are shown in bold font. HR >1, risk for death increased; HR <1, risk for death reduced.

### hnRNPK knockdown inhibits bladder cancer cell proliferation by regulating the cell cycle

To study the role of hnRNPK in bladder cancer, we suppressed hnRNPK in bladder cancer cells *via* siRNA transfection. As shown in Figure 2A and B, hnRNPK was remarkably down‐regulated in UM‐UC‐3 and T24 cells transfected with the hnRNPK siRNAs as compared with those transfected with control siRNA at both mRNA and protein level, as confirmed by RT‐qPCR and western blotting. Moreover, hnRNPK knockdown using the two si‐hnRNPKs significantly inhibited tumour cell growth as compared to the mock and control cells (Fig. 2C). Consistent with our cell growth data, hnRNPK knockdown cells formed significantly fewer colonies than the mock and control cells (Fig. 2D). Furthermore, hnRNPK overexpression in UM‐UC‐3 cells by transfection revealed that hnRNPK upregulation promoted tumour cell growth and colony formation (Fig. S4A–E).

**Figure 2:**
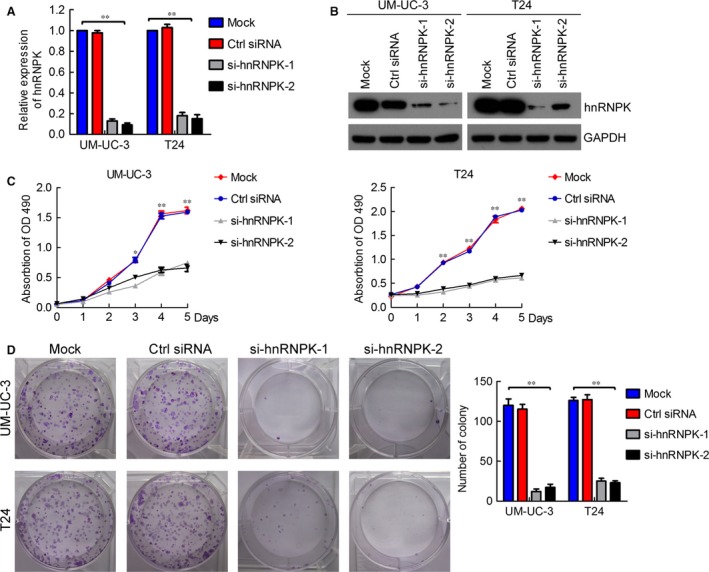
hnRNPK knockdown inhibits bladder cancer cell proliferation. (**A** and **B**) RT‐qPCR and western blotting verification of si‐hnRNPK knockdown efficiency in UM‐UC‐3 and T24 cells. (**C**) MTT assay evaluation of influence of hnRNPK knockdown on UM‐UC‐3 and T24 cell viability. (**D**) Colony formation assay determining the effect of hnRNPK knockdown in UM‐UC‐3 and T24 cells. The results are presented as the means ± S.D. of three independent experiments. *P < 0.05, **P < 0.01.

Next, we performed flow cytometry and EdU assays to characterize whether hnRNPK was involved in the cell cycle. Interestingly, hnRNPK silencing dramatically increased the cell population in the G0/G1 phase, whereas it reduced the cell population in the S and G2/M phases (Fig. 3A and B). On the contrary, hnRNPK up‐regulation decreased the cell population in the G0/G1 phase and increased the cell population in the S and G2/M phases (Fig. S4F–G). The EdU assay showed that hnRNPK knockdown significantly decreased the cell population in the S phase (Fig. 3C and D). Collectively, these results indicate that hnRNPK knockdown inhibits bladder cancer cell proliferation by inducing G0/G1 arrest.

**Figure 3:**
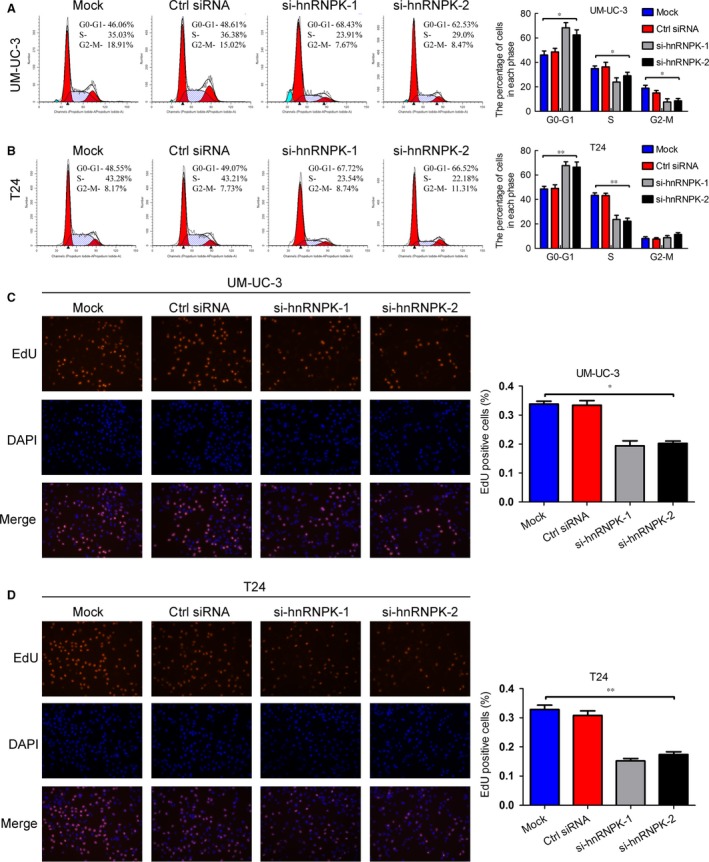
hnRNPK knockdown induces G0/G1 arrest in bladder cancer cells. (**A** and **B**) Flow cytometry analysis of UM‐UC‐3 and T24 cells transfected with si‐hnRNPK or control siRNA for 48 hrs. The percentages (%) of cell populations at different stages of the cell cycle are listed in the panels. All histograms show the percentage (%) of cell populations from three independent experiments. (**C** and **D**) EdU assay measurement of the cell population in the S phase. Blue, nucleus; red, S‐phase cells (EdU‐positive). Histological analysis of the percentage of EdU‐positive cells in control and hnRNPK knockdown cells is shown. The results are presented as the means ± S.D. of three independent experiments. *P < 0.05, **P < 0.01.

### hnRNPK regulates apoptosis and chemoresistance in bladder cancer cells

We investigated the role of hnRNPK in apoptosis and chemoresistance *via* the MTT assay and flow cytometry. As shown in Figure 4A and B, cells transfected with si‐hnRNPK exhibited lower resistance to cisplatin and the cisplatin IC_50_ than the mock and control cells. However, hnRNPK overexpression increased UM‐UC‐3 cell resistance to cisplatin and the cisplatin IC_50_ (Fig. S5A and B). We quantified apoptosis by staining cells with annexin V and PI. Heterogeneous nuclear ribonucleoprotein K knockdown induced apoptosis and significantly increased the percentage of apoptotic cells under cisplatin treatment (Fig. 4C and D). Heterogeneous nuclear ribonucleoprotein K up‐regulation decreased the percentage of apoptotic cells under cisplatin treatment in an obvious manner (Fig. S5C and D). Compared with the mock and control cells, caspase‐3/7 activity was up‐regulated in hnRNPK knockdown cells and was obviously increased when the cells were treated with cisplatin (Fig. 4E). These results suggest that hnRNPK plays a critical role in bladder cancer cell apoptosis and chemoresistance to cisplatin.

**Figure 4:**
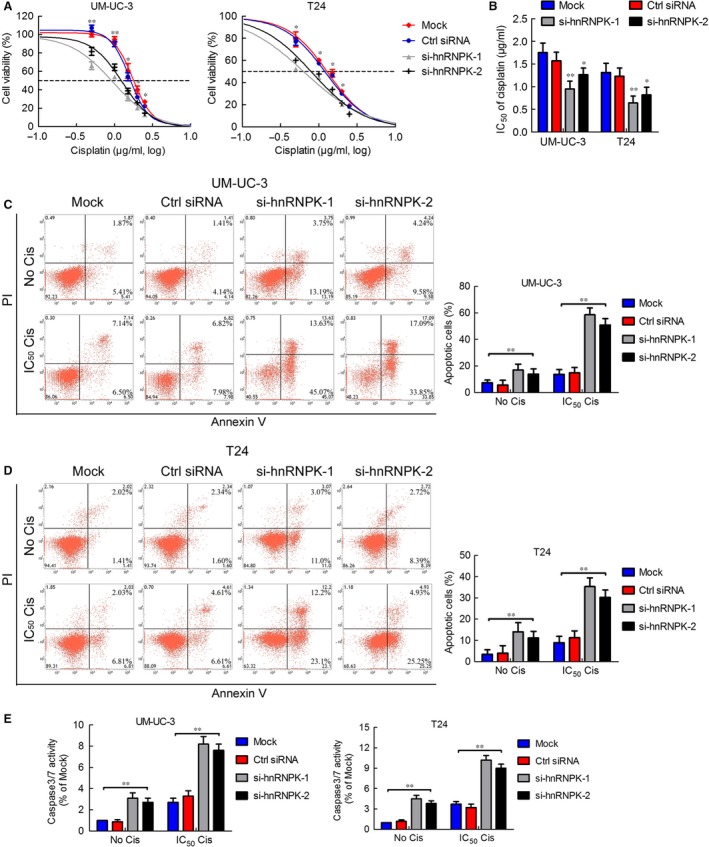
hnRNPK regulates apoptosis and chemoresistance in bladder cancer cells. (**A**) MTT assay analysis of viability of cells transfected with si‐hnRNPK or control siRNA and treated with cisplatin for 48 hrs. (**B**) The four‐parameter logistic curve (best‐fit solution, non‐linear regression dynamic fitting) and normality tests were used to determine the IC_50_. (**C** and **D**) At 24 hrs after transfection with control siRNA or si‐hnRNPK, UM‐UC‐3 cells were treated with 0 or 1.8 μg/ml cisplatin for 24 hrs; T24 cells were treated with 0 or 1.3 μg/ml cisplatin. The percentage of apoptotic cells was analysed by flow cytometer. Histograms show the percentage (%) of late and early apoptotic cells from three independent experiments. (**E**) Caspase‐3/7 activity assay was performed on UM‐UC‐3 and T24 cells transfected with control sRNA or si‐hnRNPK and treated with or without the cisplatin IC_50_ of the parental cells for 24 hrs. Relative caspase‐3/7 activity is indicated as the percentage of untreated parental cells. The results are presented as the means ± S.D. of three independent experiments. *P < 0.05, **P < 0.01.

### hnRNPK down‐regulation suppresses bladder cancer cell tumorigenicity *in vivo*

To further explore the effects of hnRNPK in bladder cancer tumorigenesis *in vivo*, we stably suppressed hnRNPK in UM‐UC‐3 cells by lentiviral transfection (Fig. S6). Next, the hnRNPK stable knockdown or sh‐control cells were subcutaneously injected into BALB/c nude mice and the tumour growth activity was measured. Interestingly, the growth of tumours derived from the hnRNPK knockdown group was prominently suppressed as compared with the control group at 10 days after inoculation (Fig. 5A and B). The size and weight of tumours from the hnRNPK knockdown group were significantly lower than that of the control group (Fig. 4B and C). Moreover, the tumours derived from the hnRNPK knockdown group had lower expression of hnRNPK and the proliferation marker Ki67 than the control group (Fig. 5D and E). These results indicate that hnRNPK promotes bladder cancer cell tumorigenicity *in vivo*.

**Figure 5:**
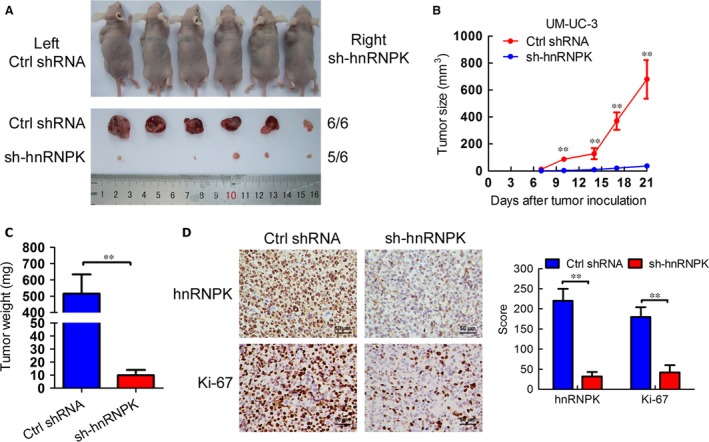
hnRNPK down‐regulation suppresses bladder cancer cell tumorigenicity *in vivo*. (**A**) Animals and tumours in this study. (**B**) The tumour growth volume was measured every 3 days. The results are presented as the means ± S.D. (*n* = 6). (**C**) Tumour weights were measured after the tumours were surgically dissected. (**D**) IHC examination of tumour hnRNPK and Ki67 expression. Histogram shows the IHC score in control and hnRNPK knockdown groups. **P < 0.01.

### The target genes of hnRNPK are identified in bladder cancer

Heterogeneous nuclear ribonucleoprotein K is mainly expressed in the nuclei of bladder cancer cells. 

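The RNA-seq libraries were made from total RNA of UM-UC-3, an established human bladder cancer cell line, 48 h after transfection with 75 nM siRNA. The si-hnRNPK library came from cells given a mixture of siRNA-1 and siRNA-2, and the control library from cells given the control siRNA, with 1 library per condition. The series also holds 1 library labelled si-lncRNA-LBCS and 1 labelled si-PTBP1, which the paper does not describe. The authors deposited CPM (counts of reads of a gene, scaled to the same total in each library) for each library. The paper's text does not name the aligner, the counting method or the genome build. The CPM values came out as whole reads for 100% of the genes with reads, so the reads behind each value were known. The reads on listed genes were 61371954 in the control library, 54301152 in the si-hnRNPK library, 70232674 in the library labelled si-lncRNA-LBCS and 56064691 in the si-PTBP1 library. The control and si-hnRNPK tables both list 25719 genes, and 23982 of their Ensembl identifiers matched a gene symbol. At these depths 3 reads correspond to 0.0489 CPM in the control library and 0.0552 CPM in the si-hnRNPK library.

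Changes were calculated as the difference in log2(CPM + 1), a scale that understates the change of low genes. Intervals are 95% exact Clopper-Pearson intervals of the reads of 2 libraries. They cover counting error only, and without replicates no difference has a check against the spread between cultures. HNRNPK, the targeted gene, was at 783.1 CPM in the control library and 187.8 CPM in the si-hnRNPK library. It was at 807.6 CPM in the library labelled si-lncRNA-LBCS and 656.1 CPM in the si-PTBP1 library. Its log2 fold change in si-hnRNPK was -2.05 (interval -2.09 to -2.02), or 24.0% of the control level. Median-of-ratios scaling, the alternative that moved it most, gave -1.94. Reads of the processed pseudogenes that share the HNRNPK sequence were not told apart here. The median-of-ratios factor of a library is the median log2 ratio of its genes to their mean over the 4 libraries. It was taken over the 12362 genes at 1 CPM or more in all 4 libraries. The factor of si-hnRNPK minus that of control was -0.11.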

To investigate the mechanism of hnRNPK in bladder cancer, we performed RNA‐seq to analyse the changes in target gene mRNA levels between UM‐UC‐3 cells that had been transfected with si‐hnRNPK or control siRNA. 

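Of the 13672 genes at 1 CPM or more in at least one of the control and si-hnRNPK libraries, 486 were up-regulated and 537 were down-regulated by at least 1 on the log2(CPM + 1) scale. Together these were 7.48% of the genes, and 67.2% of the genes changed by less than 0.5. With a threshold of 1.5-fold in place of 2-fold, the alternative that moved the counts most among those set before the data were examined, 1352 genes were up-regulated and 2165 down-regulated. An exact binomial test of the reads gave a Benjamini-Hochberg q of at most 0.05 for 10621 of the 13672 genes. That test compares the 2 libraries and not the conditions, and adding it to the threshold left the counts at 486 and 537. Each gene past the threshold had at least 55 reads in its higher library.

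Among genes with symbols at 10 CPM or more in the higher library, that passed the threshold against the control and against the geometric mean of the control and the other knockdown libraries, the 5 largest rises were those of IFIT1, IFI6, CMPK2, OAS1 and ISG15. IFIT1 rose from 19.6 to 466.3 CPM, a log2 fold change of 4.50. The rises of the other 4 lay between 4.07 for ISG15 and 4.45 for IFI6. CMPK2 had 17 reads in the control library and 1191 in the si-hnRNPK library, so its change of 4.17 depends on the pseudocount. The 5 largest falls were those of MKI67, UNC13A, CEP55, HNRNPK and KIF18B. MKI67, which encodes the proliferation marker Ki67, fell from 601.1 to 95.2 CPM, a log2 fold change of -2.65. The log2 fold change was -2.30 for UNC13A, -2.06 for CEP55 and -2.05 for KIF18B. The longest annotated 3' UTRs of UNC13A, CEP55 and IFIT1 each hold 1 match to the seed of siRNA-1, the bases by which an siRNA can also lower other mRNAs. MKI67, UNC13A and KIF18B were also lower in the library labelled si-lncRNA-LBCS than in the control library, at 255.5, 4.34 and 19.0 CPM, and IFI6 was higher there, at 26.5 CPM. In the si-PTBP1 library MKI67 was also lower than in control, at 325.8 CPM. GAPDH, the internal control of the RT-qPCR assays, was at 9716 CPM in the control library and 11028 CPM in the si-hnRNPK library, a change of 0.18, and its 3' UTR holds 1 match to the seed of siRNA-2.

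**Figure D2:**
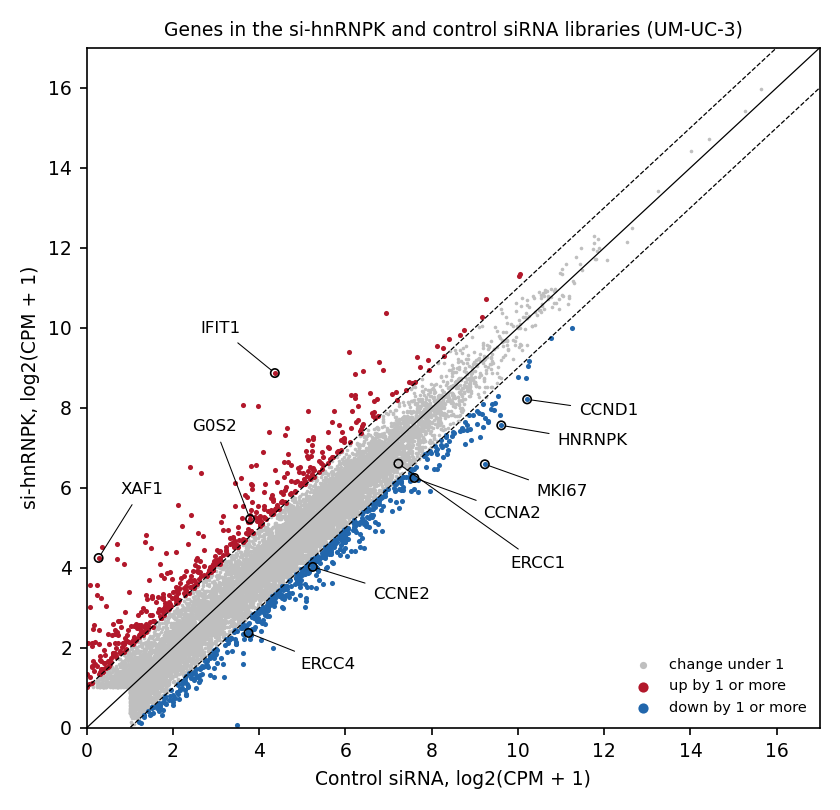
log2(CPM + 1) of 13672 genes in the control siRNA library (horizontal axis) and the si-hnRNPK library (vertical axis), 1 library each. Red points are the 486 genes up by at least 1, blue points the 537 genes down by at least 1, grey points the rest, and dashed lines mark a change of 1. HNRNPK, CCND1 and MKI67 lie below the lower dashed line and XAF1 and IFIT1 above the upper one.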

The hnRNPK knockdown group had 1223 up‐regulated genes and 1279 down‐regulated genes compared with the control group (Fig. 6A). 

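Gene ontology annotation was not used here. In its place, lists of genes chosen before the data were examined were compared between the si-hnRNPK and control libraries. The median of each list was set among the medians of 10000 random lists of the same size matched on mean expression, as a description of these libraries. The 42 S phase genes had a median log2 fold change of -0.84, with an interquartile range from -1.23 to -0.70. The 54 G2/M phase genes had a median of -1.11, and 54 of the 54 fell. No random list had a median as low as that of either cell cycle list, and random lists had medians around -0.11 for S phase genes and -0.09 for G2/M phase genes. A fall of at least 1 was found for 18 S phase genes and 32 G2/M phase genes, or 42.9% and 59.3% of the lists, against 3.93% of all genes. The 90 DNA repair genes had a median of -0.42, lower than in any random list, and 14 of them fell by at least 1 while 0 rose by at least 1.

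The 57 apoptosis genes had a median of 0.02, at percentile 94.9 of the random lists, with 30 genes raised and 27 lowered. A rise of at least 1 was found for 5 of them, or 8.77% against 3.55% of all genes, and 0 fell by at least 1. The medians of the S phase, G2/M phase and DNA repair genes stayed below those of all random lists under each alternative tried. The median of the apoptosis genes was -0.00145 when genes had to reach 5 CPM.

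**Figure D3:**
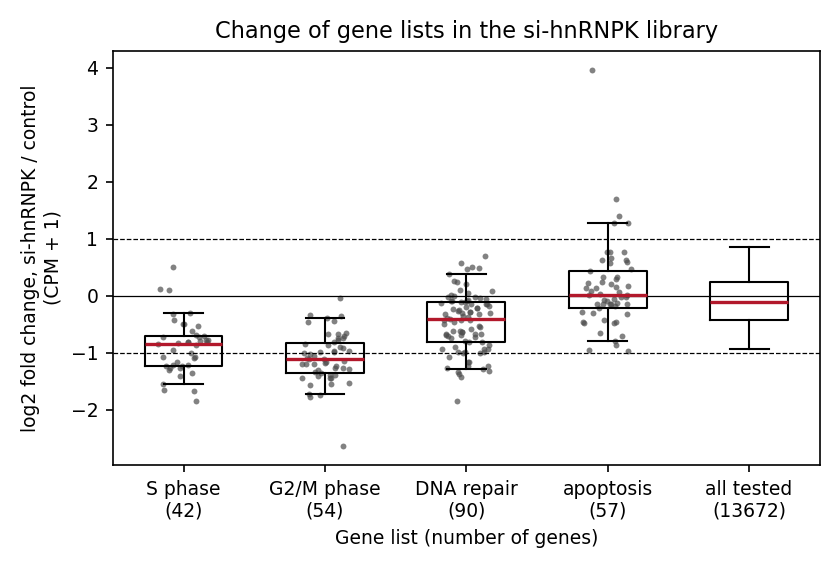
log2 fold change (CPM + 1) in the si-hnRNPK library against the control library for 42 S phase, 54 G2/M phase, 90 DNA repair and 57 apoptosis genes and for all 13672 genes. Points are genes, red lines medians, boxes the interquartile range, whiskers the 5th to 95th percentiles, and dashed lines a change of 1. The medians are -0.84, -1.11, -0.42 and 0.02, and -0.11 for all genes.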

Gene ontology pathway analysis revealed that the genes regulated by hnRNPK were enriched in signal transduction, transcription, cell cycle, response to DNA damage and apoptosis (Fig. 6B). Next, we validated the expression of these genes in UM‐UC‐3 and T24 cells transfected with control siRNA or si‐hnRNPK by RT‐qPCR. Compared with the mock and control cells, the mRNA expression of cyclin A2, cyclin D1, and cyclin E2, which promote the cell cycle, were significantly decreased in hnRNPK‐silenced cells, whereas the mRNA expression of G0S2, which arrests the cell cycle, was obviously increased in hnRNPK‐silenced cells (Fig. 6C). Moreover, hnRNPK knockdown inhibited the genes of chemoresistance, such as *ERCC1* and *ERCC4*. However, hnRNPK knockdown promoted the genes of apoptosis, such as that for caspase‐7 (*CASP7*), and *XAF1* (Fig. 6D). The protein expression of these genes was consistent with the change in mRNA level (Fig. 6E). ChIP‐qPCR performed to confirm whether hnRNPK directly regulates these genes determined that hnRNPK knockdown decreased the levels of hnRNPK in the promoter regions of cyclin D1, *G0S2*,* XAF1* and *ERCC4*, but not in the negative control or in other genes. Moreover, RNA polymerase II levels were decreased in the promoter regions of cyclin D1 and *ERCC4*, but were increased in the promoter regions of *G0S2* and *XAF1* (Fig. 6F, Figs S8 and S9). Taken together, these data indicate that hnRNPK regulates target genes in bladder cancer by directly mediating transcription.

**Figure 6:**
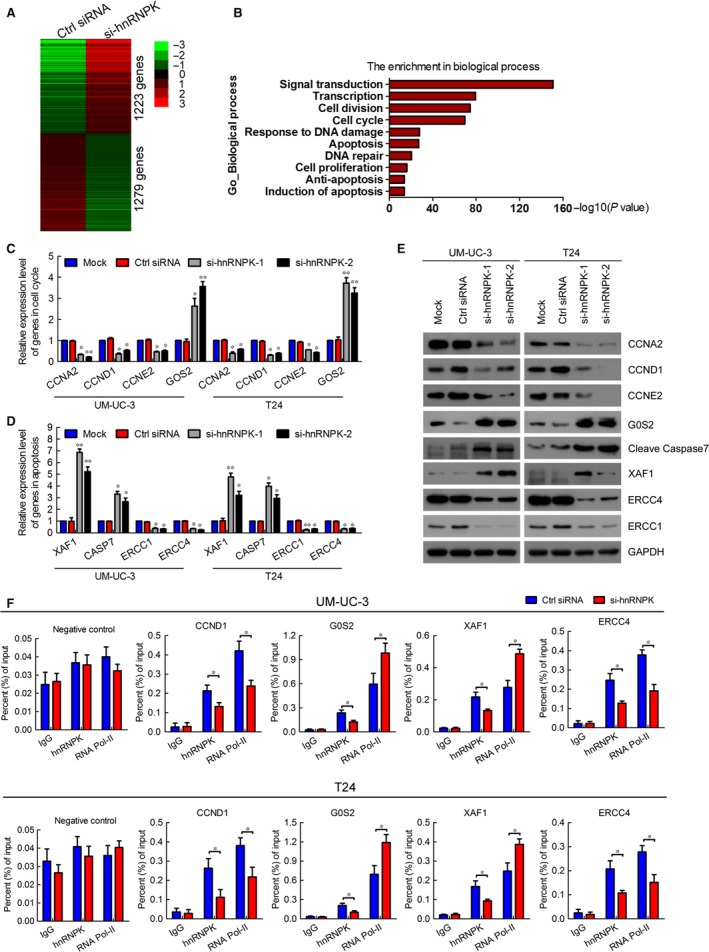
Identification of target genes of hnRNPK in bladder cancer. (**A**) Heat map representing unsupervised hierarchical clustering of mRNA expression levels in UM‐UC‐3 cells transfected with control siRNA or si‐hnRNPK for 48 hrs. Each column represents the indicated sample; each row indicates one mRNA. Red and green indicate high and low expression respectively. (**B**) GO pathway analysis was used to identify the enrichment of biological processes. (**C** and **D**) RT‐qPCR verification of differentially expressed genes in the RNA‐seq of UM‐UC‐3 and T24 cells. The results are presented as the means ± S.D. of three independent experiments. (**E**) Western blot detection of the expression of hnRNPK target genes. GAPDH was used as the internal control. (**F**) ChIP analysis of IgG, hnRNPK, and RNA polymerase II status of candidate hnRNPK target genes in UM‐UC‐3 cells after knockdown assay. The values are normalized to input and presented as the mean ± S.D. *P < 0.05, **P < 0.01.

## Discussion

The hnRNP family members play key roles in several biological functions, such as chromosome remodelling, cellular signal transduction, and transcriptional and translational regulation. Emerging evidence shows that aberrant up‐regulation of hnRNP is involved in tumorigenesis. hnRNPA/B proteins are overexpressed in hepatocellular carcinoma and non‐small cell lung cancer, and indicate poor prognosis 27, 28. Balasubramani *et al*. showed that hnRNPF was a potential marker for colorectal cancer progression 29. Aberrant hnRNPK expression in the cytoplasm has been reported in pancreatic cancer 15, colorectal cancer 16, prostate cancer 17, and renal cell carcinoma 18, and was associated with poor clinical prognosis. However, the expression and biological functions of hnRNPK underlying tumorigenesis and progression in bladder cancer remain unknown. In this study, we found that hnRNPK is mainly expressed in the nucleus and rarely detected in the cytoplasm of bladder cancer cells. We show for the first time that increased expression of nuclear hnRNPK in bladder cancer cells is positively correlated with poor differentiation and advanced tumour stage. Furthermore, high nuclear hnRNPK expression was associated with poor prognosis and served as an independent predictor of overall survival in bladder cancer. Consistent with our findings, Barboro *et al*. found that high‐hnRNPK expression in prostate cancer was closely associated with Gleason score and poor prognosis 17. Taken together, high‐hnRNPK expression levels may serve as a novel prognostic marker for bladder cancer.

As reported previously, hnRNPK has been implicated in several biological functions crucial for cancer development 30, including proliferation 15, 31, 32, metastases 19, 20, angiogenesis 33 and neuroendocrine differentiation 34. Here, we discovered that hnRNPK knockdown significantly inhibited bladder cancer cell proliferation *in vitro* and tumour growth *in vivo* by inducing G0/G1 arrest. Supporting our findings, recent studies have found that hnRNPK down‐regulation suppressed cell proliferation in pancreatic cancer 15 and renal cell carcinoma 18 *in vitro*, but the underlying mechanism remains largely unknown. Through RNA‐seq analysis and ChIP, we determined that hnRNPK regulates cyclin D1 and G0S2 transcription. 

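In the RNA-seq libraries, CCND1 (ENSG00000110092, chromosome 11 of GRCh38, 69641087 to 69654474), which encodes cyclin D1, was at 1187 CPM with control siRNA and 295.2 CPM with si-hnRNPK. It was at 24.9% of the control level, or 0.249 times with a 95% counting interval from 0.245 to 0.253 times. The longest annotated 3' UTR of CCND1 holds 2 matches to the seed of siRNA-1, and CCND1 was also lower than in control in the library labelled si-lncRNA-LBCS, at 678.4 CPM. G0S2 (ENSG00000123689, chromosome 1, 209675420 to 209676388) was at 12.8 CPM with control siRNA and 36.2 CPM with si-hnRNPK, from 787 and 1967 reads, a log2 fold change of 1.43 (1.32 to 1.54). In the library labelled si-lncRNA-LBCS and the si-PTBP1 library it was lower than in control, at 2.75 and 4.49 CPM.

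The other cyclins of Figure 6C moved the same way as CCND1. CCNA2 (ENSG00000145386, chromosome 4, 121816444 to 121823933) fell from 193.0 to 74.9 CPM, a log2 fold change of -1.35 (-1.40 to -1.30), and was also lower than in control in the si-PTBP1 library, at 102.4 CPM. CCNE2 (ENSG00000175305, chromosome 8, 94879770 to 94896678) fell from 36.9 to 15.2 CPM, a log2 fold change of -1.22 (-1.33 to -1.11). CCNE2 was also lower than in control in the library labelled si-lncRNA-LBCS and the si-PTBP1 library, at 32.2 and 26.0 CPM. Against the geometric mean of the control and the other knockdown libraries, the change of CCNE2 was -0.99, just under the threshold. The paper also reports RT-qPCR in both of its cell lines and western blots for these genes. It combines its RNA-seq with ChIP of hnRNPK and RNA polymerase II at the promoters, and concludes that hnRNPK regulates the transcription of cyclin D1 and G0S2.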

Cyclin D1, a key regulator in G1‐to‐S‐phase transition, is overexpressed in bladder cancer and associated with poor prognosis 35, 36, 37. Several studies have revealed that G0S2 suppresses oncogenic transformation and induces apoptosis in cancer cells 38, 39. These data strongly suggest that hnRNPK regulates the cell cycle of bladder cancer cells mainly by transcriptional regulation of cyclin D1 and G0S2.

In this study, we found that hnRNPK knockdown increased apoptosis and sensitized bladder cancer cells to cisplatin. Mechanistically, we first demonstrated that hnRNPK maintained anti‐apoptosis and promoted chemoresistance in bladder cancer cells *via* transcriptional regulation of *XAF1* and *ERCC4*. 

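XAF1 (ENSG00000132530, chromosome 17 of GRCh38, 6755447 to 6775647) had 13 reads in the control library and 976 reads in the si-hnRNPK library, or 0.212 and 18.0 CPM. Its log2 fold change was 3.97 (95% counting interval 3.79 to 4.10) with a pseudocount of 1 and 5.86 with a pseudocount of 0.1. The CPM with si-hnRNPK was 84.9 times the control value, with an interval from 49.4 to 159.9 times. XAF1 is on a list of interferon-stimulated genes, 53 of which were measured, and their median log2 fold change in the si-hnRNPK library was 2.10. ERCC4 (ENSG00000175595, chromosome 16, 13920157 to 13952345) fell from 12.5 to 4.18 CPM, from 766 and 227 reads, a log2 fold change of -1.38 (-1.56 to -1.20). In the library labelled si-lncRNA-LBCS and the si-PTBP1 library ERCC4 was lower than in control by less, at 9.50 and 10.9 CPM.

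ERCC1 (ENSG00000012061, chromosome 19, 45407333 to 45478828) fell from 149.0 to 96.3 CPM. Its log2 fold change of -0.62 (-0.67 to -0.58) lay outside counting error but did not reach the threshold of 1. ERCC1 was also lower than in control in the library labelled si-lncRNA-LBCS and the si-PTBP1 library, at 124.0 and 111.4 CPM. Against the geometric mean of the control and the other knockdown libraries, its change was -0.40.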

A recent study revealed that *XAF1* is down‐regulated in bladder cancer and associated with good prognosis 40, 41. Zhu *et al*. 42 found that *XAF1* induces apoptosis, inhibits angiogenesis, and inhibits tumour growth in hepatocellular carcinoma. Similarly, hnRNPK suppresses apoptosis independent of p53 status in hepatocellular carcinoma by increasing *XIAP* transcription 22. However, hnRNPK knockdown did not affect *XIAP* mRNA levels in bladder cancer cells (data not shown), suggesting that the mechanism of hnRNPK on apoptosis differs between cancers. ERCC4 plays an essential role in the nucleotide excision repair pathway and is involved in chemoresistance in several cancers 43, 44, 45, including bladder cancer 46, 47. Consistent with our findings, hnRNPK down‐regulation by a mitogen‐activated extracellular signal‐regulated kinase kinase inhibitor increased the radiotherapy sensitivity in malignant melanoma cells 48. Collectively, these findings indicate that hnRNPK enhances bladder cancer cell anti‐apoptosis and chemoresistance to cisplatin by regulating *XAF1* and *ERCC4* and that it may be a potential target for drug development.

Heterogeneous nuclear ribonucleoprotein K is closely implicated in various molecular functions in cancer, such as transcription, mRNA stability, splicing, translation and protein interaction 30, 49, 50. Several studies have found that hnRNPK transcription activates several important oncogenes, including c‐*SRC* and c‐*MYC* 51, 52. As hnRNPK is mainly expressed in the nuclei of bladder cancer cells, we focused on its function in the nucleus and used RNA‐seq to explore the target genes. Interestingly, the genes regulated by hnRNPK were mainly enriched in signal transduction, cell cycle, response to DNA damage and apoptosis, which is consistent with cellular function in bladder cancer. As hnRNPK binds tightly to polyC‐DNA 30, we performed a ChIP assay and designed primers to detect such DNA fragments on the gene promoters. We found that hnRNPK regulated the transcription of cyclin D1 (*CCND1*), *G0S2*,* XAF1* and *ERCC4* by binding their promoters. These results suggest that hnRNPK plays an oncogenic role in bladder cancer by directly mediating these genes. However, the function of hnRNPK in mRNA splicing and the cytoplasm remains largely unknown, and further investigation is underway to elucidate these key questions in bladder cancer.

In conclusion, it is our novel discovery that hnRNPK is up‐regulated in bladder cancer and correlates with poor prognosis. Moreover, hnRNPK promotes bladder cancer cell proliferation, anti‐apoptosis and chemoresistance to cisplatin by regulating a series of genes at transcriptional level. Therefore, hnRNPK is a potential biomarker for bladder cancer and a promising target for drug development.

## Conflict of interest

The authors declare no conflict interest.

## Supporting information

**Figure S1** (A) Human prostate cancer tissues as the positive control to test IHC hnRNPK antibody staining.
**Figure S2** The immunostaining intensity of each sample was graded as negative = 0, weak = 1, moderate = 2, or strong = 3. Representative samples are shown at ×400 magnification.
**Figure S3** Immunocytochemical analyses of hnRNPK expression in UM‐UC‐3 and T24 cells.
**Figure S4** hnRNPK overexpression promotes bladder cancer cell proliferation by regulating the cell cycle.
**Figure S5** hnRNPK promotes anti‐apoptosis and chemoresistance to cisplatin in bladder cancer cells.
**Figure S6** Western blot verification of hnRNPK stable knockdown efficiency in UM‐UC‐3 cells by lentivirus.
**Figure S7** Western blot detection of hnRNPK and RNA polymerase II levels in the ChIP assays.
**Figure S8** ChIP analysis of IgG, hnRNPK, and RNA polymerase II status of candidate hnRNPK target genes in UM‐UC‐3 and T24 cells in DNA gel.
**Figure S9** ChIP analysis of IgG, hnRNPK, and RNA polymerase II status of candidate hnRNPK target genes in UM‐UC‐3 and T24 cells after knockdown assay.
**Table S1** Characteristics of patients and tumours in tissue specimens.
**Table S2** List of primer sequences for PCR studies. Click here for additional data file.

# Supplementary material for: Heterogeneous nuclear ribonucleoprotein K is associated with poor prognosis and regulates proliferation and apoptosis in bladder cancer
**Source:** J Cell Mol Med. 2016 Nov 10;21(7):1266–79. doi: 10.1111/jcmm.12999
**Supplement:** Supplementary file 1 — Figure S1 (A) Human prostate cancer tissues as the positive control to test IHC hnRNPK antibody staining. Figure S2 The immunostaining intensity of each sample was graded as negative = 0, weak = 1, moderate = 2, or strong = 3. Representative samples are shown at ×400 magnification. Figure S3 Immunocytochemical analyses of hnRNPK expression in UM‐UC‐3 and T24 cells. Figure S4 hnRNPK overexpression promotes bladder cancer cell proliferation by regulating the cell cycle. Figure S5 hnRNPK promotes anti‐apoptosis and chemoresistance to cisplatin in bladder cancer cells. Figure S6 Western blot verification of hnRNPK stable knockdown efficiency in UM‐UC‐3 cells by lentivirus. Figure S7 Western blot detection of hnRNPK and RNA polymerase II levels in the ChIP assays. Figure S8 ChIP analysis of IgG, hnRNPK, and RNA polymerase II status of candidate hnRNPK target genes in UM‐UC‐3 and T24 cells in DNA gel. Figure S9 ChIP analysis of IgG, hnRNPK, and RNA polymerase II status of candidate hnRNPK target genes in UM‐UC‐3 and T24 cells after knockdown assay. Table S1 Characteristics of patients and tumours in tissue specimens. Table S2 List of primer sequences for PCR studies.

**Heterogeneous nuclear ribonucleoprotein K (hnRNPK) is associated with poor prognosis and regulates proliferation and apoptosis in bladder cancer**

Xu Chen^1, 2, #^, Peng Gu^1, 2, #^, Ruihui Xie^1, 2, #^, Jinli Han^1^, Hao Liu^1^, Bo Wang^1, 2^, Weibin Xie^1, 2^, Weijie Xie^1^, Guangzheng Zhong^1^, Changhao Chen^1^, Shujie Xie^1^, Ning Jiang^1^, Tianxin Lin^1,2,*^ & Jian Huang^1,*^

^#^ These three authors (Xu Chen, Peng Gu, Ruihui Xie) contributed equally to this work.

**Supplementary information**

**Material and methods**

***Immunofluorescence analysis***

UM-UC-3 and T24 cells were cultured on glass slides overnight, fixed in 4% paraformaldehyde for 30 min, incubated with 0.5% Triton-X in PBS for 10 min, and blocked in 5% bovine serum albumin for 30 min. After incubation, the cells were stained with a primary antibody against hnRNPK (1:50; Santa Cruz Biotechnology) for 12 h at 4°C, then washed and incubated with Alexa Fluor–conjugated goat anti-mouse IgG (1:200; Santa Cruz Biotechnology) for 1 h at room temperature. After washing in PBS, the cells were coverslipped with a mounting medium containing 4',6-diamidino-2-phenylindole (DAPI). The stained cells were examined under a confocal laser scanning microscope (Zeiss).

***hnRNPK overexpression in UM-UC-3 cells***

The hnRNPK coding sequence was PCR-amplified and cloned in a pcDNA3.0 plasmid (Invitrogen, Life Technologies). Transfections were performed with 1.5 μg pcDNA3.0 or pcDNA3.0-hnRNPK and X-tremeGENE (Roche) in 6-well plates according to the manufacturer’s instructions. After 24 h, the transfected cells were subjected to the function assays as described in the main text.

**Figure legends**

**Supplementary Fig. S1** (**A**) Human prostate cancer tissues as the positive control to test IHC hnRNPK antibody staining. (**B**) Negative controls created by replacing the primary antibody with nonimmune IgG in normal urothelium tissue and bladder cancer tissue. Representative samples are shown at ×400 magnification.

**Supplementary Fig. S2** The immunostaining intensity of each sample was graded as negative = 0, weak = 1, moderate = 2, or strong = 3. Representative samples are shown at ×400 magnification.

**Supplementary Fig. S3** Immunocytochemical analyses of hnRNPK expression in UM-UC-3 and T24 cells. The nuclei were stained with DAPI (blue); hnRNPK was stained with Alexa Fluor (red).

**Supplementary Fig. S4** hnRNPK overexpression promotes bladder cancer cell proliferation by regulating the cell cycle. (**A**) RT-qPCR and (**B**) western blot verification of hnRNPK overexpression efficiency in UM-UC-3 cells transfected with hnRNPK or control pcDNA vector. (**C**) MTT assay measurement of influence of hnRNPK overexpression on UM-UC-3 cell viability. (**D and E**) Effect of hnRNPK overexpression on UM-UC-3 cell colony formation ability. (**F and G**) Flow cytometry analysis of UM-UC-3 cells transfected with hnRNPK or control pcDNA vector for 48 h. Percentages (%) of cell populations at different stages of the cell cycle are listed in the panels. Histogram shows the percentage (%) of cell populations from three independent experiments. The results are presented as the means ± S.D. **P* < 0.05, ***P* < 0.01.

**Supplementary Fig. S5** hnRNPK promotes anti-apoptosis and chemoresistance to cisplatin in bladder cancer cells. (**A**) MTT assay analysis of viability of cells transfected with hnRNPK or control pcDNA vector and treated with cisplatin for 48 h. (**B**) The four-parameter logistic curve (best-fit solution, nonlinear regression dynamic fitting) and normality tests were used to determine the IC_50_. (**C and D**) At 24 h after transfection, UM-UC-3 cells were treated with 0 or 1.8 μg/ml cisplatin for 24 h. The percentage of apoptotic cells was analyzed by flow cytometer. Histogram shows the percentage (%) of late and early apoptotic cells from three independent experiments. The results are presented as the means ± S.D. **P* < 0.05.

**Supplementary Fig. S6** Western blot verification of hnRNPK stable knockdown efficiency in UM-UC-3 cells by lentivirus.

**Supplementary Fig. S7** Western blot detection of hnRNPK and RNA polymerase II levels in the ChIP assays.

**Supplementary Fig. S8** ChIP analysis of IgG, hnRNPK, and RNA polymerase II status of candidate hnRNPK target genes in UM-UC-3 and T24 cells in DNA gel.

**Supplementary Fig. S9** ChIP analysis of IgG, hnRNPK, and RNA polymerase II status of candidate hnRNPK target genes in UM-UC-3 and T24 cells after knockdown assay. Values are normalized to input and presented as the means ± S.D. **P* < 0.05. CCNA2, cyclin A2; CCNE2, cyclin E2.

**Figures**

**Supplementary Figure S1**

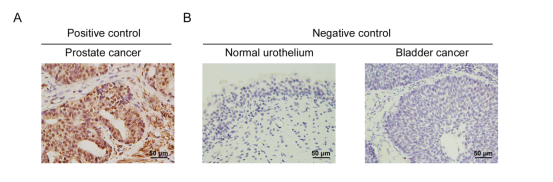

**Supplementary Figure S2**

**
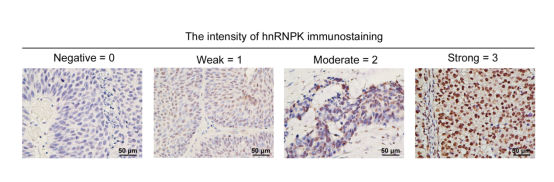
**

**Supplementary Figure S3**

**
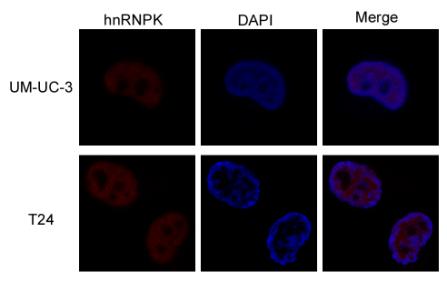
**

**Supplementary Figure S4**

**
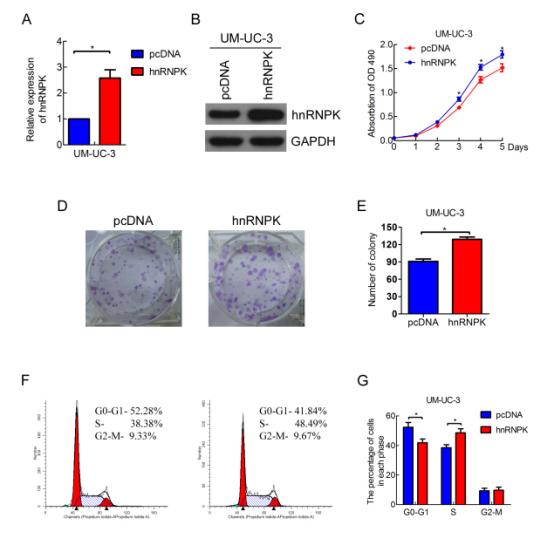
**

**Supplementary Figure S5**

**
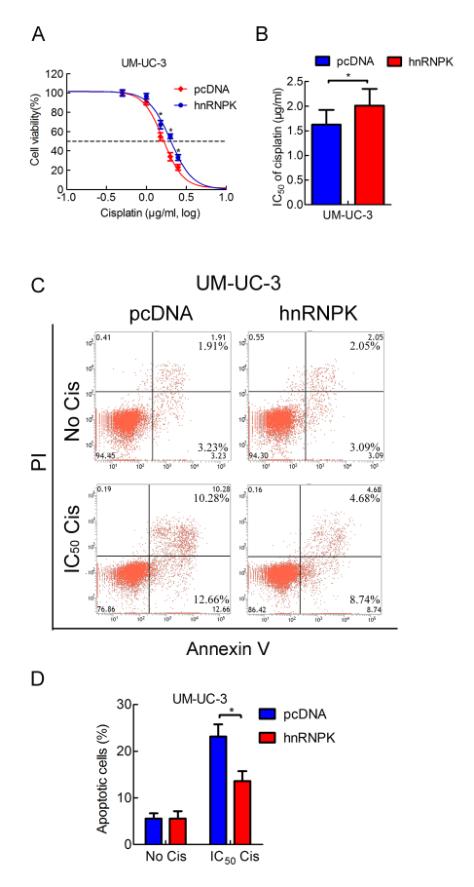
**

**Supplementary Figure S6**

**
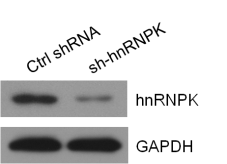
**

**Supplementary Figure S7**

**
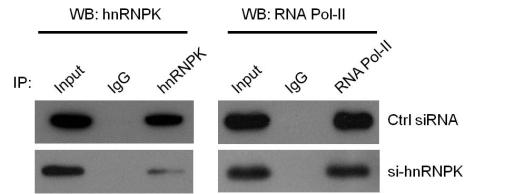
**

**Supplementary Figure S8**

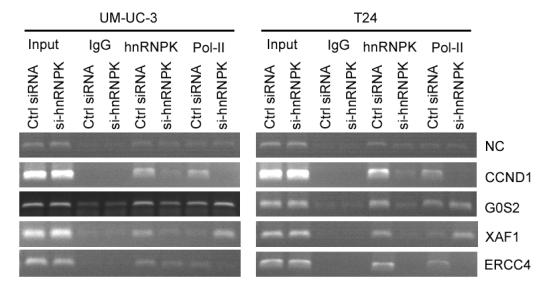

**Supplementary Figure S9**

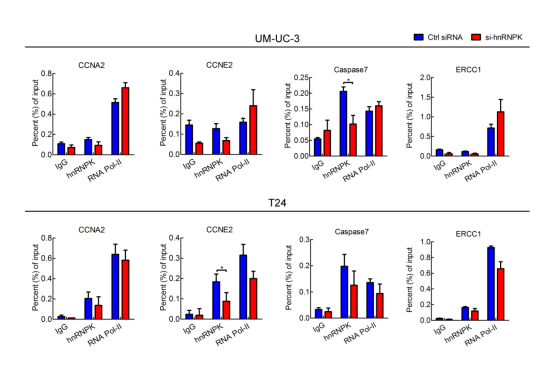

**Tables**

**Supplementary Table S1** Characteristics of patients and tumors in tissue specimens

|  | | Tumor tissues | | Tumor tissues for survival analysis |
| --- | --- | --- | --- | --- |
| **Patients(N)** | | 188 | | 88 |
| **Gender N(%)** | |  | |  |
| Male | | 130(69.1) | | 77(87.5) |
| Female | | 58(30.9) | | 11(12.5) |
| **Age(Year)** | |  | |  |
| Median(range) | | 65.5(37-85) | | 65.5(44-85) |
| Mean±SD | | 64.6±11.2 | | 66.2±10.7 |
| **Pathologic tumor grade** **N (%)** |  | |  |  |
| Low grade | | 59(29.8) | | 22(25.0) |
| High grade | | 129(70.2) | | 66(75.0) |
| **NMIBC** | | 56(29.8) | | 28(31.8) |
| pTa | | 5(2.7) | | 2(2.2) |
| pTis | | 5(2.7) | | 5(5.7) |
| pT1 | | 46(24.4) | | 21(23.9) |
| **MIBC** | | 132(70.2) | | 60(68.2) |
| pT2 | | 72(38.3) | | 24(27.3) |
| pT3 | | 48(25.5) | | 24(27.3) |
| pT4 | | 12(6.4) | | 12(13.6) |
| **Patients(N)** | | 116 | | 88 |
| **Tumor size N(%)** | |  | |  |
| ≤3cm | | 45(38.8) | | 39(44.3) |
| >3cm | | 71(61.2) | | 49(55.7) |
| **Lymphnodes status N(%)** | |  | |  |
| Negative | | 99(85.3) | | 76(86.4) |
| Positive | | 17(14.7) | | 12(13.6) |

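The RT-qPCR primers of Supplementary Table S2 amplify a short stretch of each mRNA, and GAPDH serves as the reference for the relative level. When the pairs were matched exactly to the transcripts of GENCODE release 29, each RT-qPCR pair given here had an amplicon in at least 1 transcript of its own gene. The amplicon was 130 bases for HNRNPK, 155 bases for CCNA2, 130 bases for CCND1, 94 bases for CCNE2 and 117 bases for G0S2. It was 113 bases for XAF1, 141 bases for ERCC1 and 134 bases for ERCC4. For GAPDH it was 128 to 257 bases across 10 transcripts. Both ends of the amplicon lay in the same exon for CCNA2, G0S2 and ERCC4, so those pairs do not separate cDNA from genomic DNA by an intron. The ChIP-qPCR primers of the same table lie in promoters and were not analysed here.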

**Supplementary Table S2** List of primer sequences for PCR studies.

| Target | Forward Sequence (5’-3’) | Reverse Sequence (5’-3’) |
| --- | --- | --- |
| **Primer for RT-qPCR**  hnRNPK | CCTATGACAGAAGAGGGAGAC | CCCTGTGGTTCATAAGCCATC |
| GAPDH  CCNA2 | CAAGGCTGAGAACGGGAAG  CCTCGTGGACTGGTTAGTTGA | TGAAGACGCCAGTGGACTC  AGGCTAACAGCATAGCAGCAG |
| CCND1 | CAAATGTGTGCAGAAGGAGGT | GAAGCGGTCCAGGTAGTTCA |
| CCNE2 | CGTTTACAAGCTAAGCAGCAG | CCTGGGTAGTTTTCCTCTTC |
| G0S2 | AAGGAGATGATGGCCCAGAAG | GAAGGGGCTGCACACAGTCTC |
| CASP7 | GCACGGAAAAGACCTGGAAATC | CACAGGGGATCTGCTTCTTCT |
| XAF1 | CCTAGAGGAGATAAAGCAGCC | GAAGCTAACCACCGGCATTTC |
| ERCC1 | AGATGTGTATCCTGGCCGACT | GGGAGACGAAGTCCTGCTCTA |
| ERCC4 | CCGTGCTTCTGATTGAGTTTG | CCGTAGTCTGGGGAAGTGAAG |
| **Primer for cloning the coding sequence of hnRNPK**  **Primer for ChIP-qPCR**  negative control  CCNA2  CCND1  CCNE2  G0S2  CASP7  XAF1  ERCC1  ERCC4 | ATGGAAACTGAACAGCCAGAAG  GTAATCAGGAAACTGCATAC  CACTTAAGCTAACTAGACGTCCC  gcagtgtcaggagacattcttg  gctcaggaaagacctgggttc  AAGGTGACAACCCTTCCGAAT  GAATCCGTGTGTGTGGTGGGT  AATTCTCTGGGCCTGCTTGTC  AATCAGAGAGCTGCAAGTTAG  GCTACTAACTCTTGGCGCATT | TTAGAATCCTTCAACATCTGCAT  CTCAAGACTCAATAGTGATC  TTTAAGCTGAGCCACCTAGTGA  ctgtgggaagttcagcagcat  cataacagggggacacgactc  GCGGCAACCTTCTTACTGGTG  CGCATTCCAGTTTACCCTGAC  CAATCTGGTGTGTATCCTCCT  GGAGGAAGGGACATCTGAGCA  TAGCCTCAAGCTGCCAAAAAG |

How the deposited data were processed for this re-analysis (not part of the article)

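Gene expression was measured by RNA-seq in UM-UC-3 bladder cancer cells 48 h after transfection with 75 nM siRNA, in 1 library per condition: control siRNA, si-hnRNPK, a library labelled si-lncRNA-LBCS and si-PTBP1. The libraries were made from total RNA and sequenced as 100-base paired-end reads. The authors deposited 1 table per library with Ensembl gene identifiers and CPM, the counts of reads of a gene scaled to the same total in each library. The paper's text does not name the aligner, the counting method, the annotation, the genome build or any filter. The values of each table were whole multiples of the worth of 1 read for 100% of the genes with reads, which gave the reads of each gene. The reads on listed genes were 61371954 (control), 70232674 (library labelled si-lncRNA-LBCS), 54301152 (si-hnRNPK) and 56064691 (si-PTBP1). Genes without reads carry a placeholder, which is 0.5 of a read in the 3 knockdown tables and 0.0046 of a read in the control table. It applies to 393 genes of the si-hnRNPK table and 308 genes of the control table. The control and si-hnRNPK tables list the same genes in the same order, and that order follows the size of a binomial comparison of both libraries (Spearman's rho 1.00 across genes, which are not independent replicates).

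As set before the data were examined, changes are differences in log2(CPM + 1) between 2 libraries, for genes at 1 CPM or more in at least one of them, with a threshold of 1. No p-value is given across genes, because there are no replicates. An exact binomial test of the reads, with Benjamini-Hochberg adjustment, was an alternative, which compares 2 libraries and not the conditions. Intervals are 95% exact Clopper-Pearson intervals of the reads of a gene in 2 libraries, and cover counting error only. The scale of the libraries was checked with the median-of-ratios method over 12362 genes. Gene lists for S phase, G2/M phase, DNA repair, apoptosis, interferon-stimulated and p53 target genes were written before the data were examined. Each list's median was compared with 10000 random lists of the same size, drawn within 20 bins of mean expression. The genes named in the text are those the paper names, some of which are not used here, and the 5 largest rises and 5 largest falls among genes with symbols at 10 CPM or more in the higher library. Those had to pass the threshold against the control library and against the geometric mean of the control and the other knockdown libraries. The gene matched by the siRNAs of the library labelled si-lncRNA-LBCS is named as the target of that library.

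The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a filter of 5 CPM, a threshold of 1.5-fold, median-of-ratios scaling, the geometric mean of 3 libraries as the reference, and the binomial test. Gene symbols matched 23982 of the 25719 identifiers in the control and si-hnRNPK tables. Gene positions, transcripts and 3' UTRs are from GENCODE release 29 on GRCh38. They were matched by identifier, and no coordinates of the authors were used. siRNA sites, siRNA seed matches (the 7 bases that pair with guide bases 2 to 8, in the longest annotated 3' UTR of a gene) and primer amplicons were found by exact match. The scripts were tested on simulated data: of 200 genes changed by 4-fold among 13354 genes, 100% were recovered, and 0 unchanged genes were called. The simulated reads held counting error only, with no spread between cultures, and the changed genes were at 10 CPM or more. The result therefore checks the scripts and gives no error rate for single cultures or for lower genes. In the same simulation the seed test gave percentile 23.1 without an effect and 0 when genes with a match were lowered, over 11492 genes. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The RT-qPCR, western blot, ChIP and patient data of the paper were not analysed here.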

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

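The gene lists and median-of-ratios scaling were set before the data were examined. The tests of explanations in this part were chosen after the patterns they weigh had been seen. Of these, the values of the white blood cell, shared-change, lncRNA-LBCS level and si-PTBP1 scaling tests had not been seen when the tests were set.

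The paper does not discuss interferon-stimulated genes. In the si-hnRNPK library the 53 measured genes of that list had a median log2 fold change of 2.10 against control, higher than in any of 10000 random lists. All 53 rose, and 44 rose by at least 1. Over the same 53 genes the median was -0.01 in the library labelled si-lncRNA-LBCS and 0.05 in the si-PTBP1 library, with 1 gene up by at least 1 in each.

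With median-of-ratios scaling the median was 2.21, so the scaling between libraries is not the source. Against the geometric mean of the other knockdown libraries, without the control, it was 2.04, so a low control library is not the source. siRNA transfection as such was shared by all 4 libraries, and the larger of the other medians, each over the genes expressed in its own comparison, was 0.0289. A swapped label goes against HNRNPK itself, which was at 0.240 of the control level. Among lists matched on expression, GC content and transcript length, the median lay at percentile 100. The check for RNA from white blood cells was void, because 7 of 14 marker genes were listed. Of those 7, 0 reached 1 CPM in either library, and 0 reached 1 CPM and doubled. The other markers were not listed, so RNA from white blood cells could not be decided on here. A further candidate explanation, stimulation by the si-hnRNPK duplexes or the handling of that culture, cannot be separated from loss of hnRNPK, since 1 library holds hnRNPK siRNAs. The rise therefore cannot be told apart from that explanation.

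The paper does not report on the si-PTBP1 library. Against control, 404 genes were up and 85 down by at least 1. PTBP1 was at 0.320 of the control level, which goes against a swapped label. The median-of-ratios factor of this library minus that of control was 0.13 on the log2 scale. With median-of-ratios scaling 256 genes were up and 132 down, or 1.94 genes up per gene down, so scaling accounts for part of the imbalance and not all of it. Of its changed genes, 5.32% changed the same way by at least 1 in both other knockdown libraries. Genes that moved by less than 1 are not counted, so this share cannot decide on an unusual control library as a source. Loss of PTBP1 remains a hypothesis for these changes, with 1 library and no replicate, and how many of them follow the seeds of the PTBP1 siRNAs was not tested.

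The paper also does not report on the library labelled si-lncRNA-LBCS, in which 51 genes were up and 136 down. Its siRNA sequences match ENSG00000228412, which had 110 reads in the control library and 103 in the library labelled si-lncRNA-LBCS. That is 0.818 of the control level with a 95% counting interval from 0.619 to 1.08. A fall within that interval cannot be told from no change, while a fall of the whole gene below 0.619 lies outside counting error. By this gene alone a swapped label remains possible. The same gene had 186 reads in the si-hnRNPK library and 214 in the si-PTBP1 library. The deposited value is for the gene as a whole, while the siRNA sites lie in 5 and 1 of its transcripts. Genes whose 3' UTR holds the seed match of its first siRNA were nonetheless lower in that library, at percentile 0 of 7-mers of the same composition, which goes against other siRNAs in that culture. Of its changed genes, 13.9% changed the same way by at least 1 in both other knockdown libraries. Genes that moved by less than 1 are not counted, so this share cannot decide on an unusual control library as a source. No direction of lncRNA-LBCS itself can be drawn from this library.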

How the results depend on the processing

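The counts of changed genes depended most on the threshold and the pseudocount. Against 486 genes up and 537 down, a 1.5-fold threshold gave 1352 and 2165, and a pseudocount of 0.1 gave 790 and 995. With the geometric mean of 3 libraries as the reference 354 genes were down, and 325 were up, which is within 1.5 times of 486. Median-of-ratios scaling gave 610 and 374 and reversed which direction had more genes. Leaving out the filter could not change the counts, because a change of 1 with a pseudocount of 1 needs 1 CPM. The added binomial test left 486 and 537 as well, since each of these genes had at least 55 reads in its higher library. Without a pseudocount, settings chosen after seeing the data gave larger counts. They were 820 up and 1059 down at 1 CPM or more, and 1090 and 1548 at 0.5 CPM or more. With median-of-ratios scaling at 0.5 CPM they were 1286 and 1227. A binomial q of at most 0.001 without a filter gave 1098 and 1429, and 1307 and 1058 with median-of-ratios scaling. The cause of these shifts was not tested.

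A pseudocount of 0.1 raised the number of changed genes from 187 to 518 in the library labelled si-lncRNA-LBCS and from 489 to 966 in the si-PTBP1 library. HNRNPK in si-hnRNPK had a log2 fold change of -1.94 with median-of-ratios scaling and -1.98 against the geometric mean, from -2.05. The medians of the S phase, G2/M phase, DNA repair and interferon-stimulated genes in si-hnRNPK kept their direction and their side of the random lists under every alternative run for them. They ranged from -0.87 to -0.73 for S phase, from -1.12 to -0.995 for G2/M phase, from -0.43 to -0.31 for DNA repair and from 2.06 to 2.48 for interferon-stimulated genes. The median of the apoptosis genes was -0.00145 with a filter of 5 CPM, a reversal, and 0.0208 against the geometric mean, where its percentile was 99.4 in place of 94.9. For p53 targets in si-hnRNPK the median went from 0.14 to 0.0995 with a filter of 5 CPM, and its percentile from 98.4 to 96.6. It was 0.0888 against the geometric mean, at percentile 99.0, and 0.25 with median-of-ratios scaling, at percentile 98.4. In the si-PTBP1 library the median of the interferon-stimulated genes, 0.03, became -0.00542 with a filter of 5 CPM and -0.0649 with median-of-ratios scaling. PTBP1 in si-hnRNPK was 0.33 against the geometric mean, whose reference includes the si-PTBP1 library, from -0.14. Among the other named genes and alternatives, 34 values moved by more than their counting interval and 31 did not. Direction held for all of these, and against the geometric mean CCNE2 no longer passed the threshold, at -0.99. The geometric-mean reference was not run for the other knockdown libraries, which are part of it. No paired analysis was possible because each condition has 1 library, and for the same reason no library could be left out. The depth limits the low genes most: for XAF1 the 13 control reads leave the ratio between 49.4 and 159.9.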

Differences from the paper's values

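The paper's number of up-regulated genes is 1223, and 486 were counted here. The paper's number of down-regulated genes is 1279, and 537 were counted here. Among the alternatives set before the data were examined, the 1.5-fold threshold gave 1352 up-regulated genes, within 1.5 times of the paper's number, and the pseudocount of 0.1 gave 995 down-regulated genes, within 1.5 times of the paper's number. None of them came within 1.5 times for both numbers. All 5 settings without a pseudocount that were added after seeing the values did, and the nearest, with 0.5 CPM and median-of-ratios scaling, gave 1286 and 1227.

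A wider search of 115 combinations of fold threshold, filter, q, scaling and row order, all chosen after seeing the values and some of them fitted to the paper's numbers, held 30 with both numbers within 1.5 times of the paper's and 0 equal to them. Besides the 5 settings, and all without a pseudocount, these were a 1.5-fold threshold at 5 CPM under both scalings and at 2 CPM with median-of-ratios scaling, a 1.5-fold threshold with q of at most 1e-10 under both scalings, and 2-fold at 0.4 CPM under both scalings and at 0.3 CPM with median-of-ratios scaling. They also included 2-fold with q of at most 0.01 under both scalings or 1e-05 as deposited, 2.83-fold at 0.2 CPM under both scalings and at 0.1 CPM with median-of-ratios scaling, and 4-fold with no filter and at 0.1 CPM under both scalings. The rest took the first rows of the deposited tables: the first 2400, 2502, 2600 or 3000 rows, or rows at a fold of 1.74, 2 or 2.3 with the end fitted to the paper's numbers. None is the paper's stated method, which its text does not give.

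The paper states, without showing data, that XIAP mRNA was not affected by hnRNPK knockdown. Here XIAP was at 64.8 CPM in the control library and 81.8 CPM in the si-hnRNPK library, 1.26 times with a 95% counting interval from 1.21 to 1.32 times. That is a log2 fold change of 0.33, under the threshold of 1. XIAP was also higher than in control in the library labelled si-lncRNA-LBCS, at 76.7 CPM, and in the si-PTBP1 library, at 87.4 CPM. A rise over control was thus not particular to the si-hnRNPK library. The change of XIAP in si-hnRNPK was 0.44 with median-of-ratios scaling and 0.11 against the geometric mean of 3 libraries. Whether it exceeds the spread between cultures has no replicate check.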

Other observations

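The tests of XAF1 and CCND1 were chosen after their values had been seen, the tests of seeds, GC content and length after the number of genes that fell but before their own values, and the tests of cell cycle genes without a seed match and of the excess of seed matches were chosen after the seed result but before their own values had been seen.

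XAF1 is on both the apoptosis and the interferon-stimulated list, and its rise in si-hnRNPK was weighed against both. Among the other 52 interferon-stimulated genes its change lay at percentile 90.4, inside their range, and among the other 56 apoptosis genes at percentile 100. Its rise is consistent with a part in the interferon-stimulated rise, and not with a general rise of apoptosis genes. That does not exclude the regulation of its transcription that the paper states. Of the 5 apoptosis genes up by at least 1, XAF1 is the 1 on the interferon list.

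Genes with a seed match were lower in each knockdown library. For each of 6 siRNAs, genes with the seed match in their 3' UTR were lower in its own library than for any 7-mer of the same composition, after adjusting for 3' UTR length. Across the 12 pairs of a seed with another knockdown library, the lowest percentile was 5.85. In si-hnRNPK the shift was -0.15 for the 1350 genes with the siRNA-1 match (percentile 0 of 359 other 7-mers) and -0.04 for the 2704 genes with the siRNA-2 match (percentile 0 of 34, a small number). Seed silencing may therefore account for part of the genes that fell. The excess of genes with a match among the 453 genes down with a 3' UTR was 8.83 percentage points, 38.0% against 29.1% expected. Direct silencing through these matches is therefore not the source of most of them. The fall did not follow GC content (Spearman's rho 0.0520 across genes) or transcript length (rho -0.0847). Genes are not independent replicates.

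Cell cycle genes without a seed match also fell: the median was -0.86 for the 25 S phase genes and -1.17 for the 42 G2/M phase genes with neither match. These medians go against direct silencing through matches in their own 3' UTRs. They cannot decide on an indirect seed effect through another gene, which needs no match in the gene that falls. Loss of hnRNPK may account for this fall, as a hypothesis. It cannot be told apart from an indirect seed effect, or from batch or the handling of the culture, which have no replicate check. CCND1 holds 2 siRNA-1 seed matches in its annotated 3' UTR, whereas CCNA2, CCNE2, ERCC1 and ERCC4 hold 0 of either kind. A direct seed effect on CCND1 could add to its fall in this library, which holds siRNA-1 and siRNA-2 together, and was not separable here. The paper's Figure 6C shows lower CCND1 with each siRNA on its own.

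Some of the paper's genes also changed in the other knockdown libraries. CCND1 was at 678.4 CPM and MKI67 at 255.5 CPM in the library labelled si-lncRNA-LBCS, against 1187 and 601.1 CPM in control. In si-PTBP1 MKI67 was at 325.8 CPM, and CCNA2 was at 102.4 CPM against 193.0 CPM in control. G0S2 was lower than its 12.8 CPM in control in both, at 2.75 CPM in the library labelled si-lncRNA-LBCS and 4.49 CPM in si-PTBP1. CCNE2, ERCC1 and ERCC4 were also lower than in control in both of these libraries. p53 target genes had a median of 0.14 in si-hnRNPK, at percentile 98.4, with 3 genes up and 1 down by at least 1. MYC and SRC changed by 0.10 and 0.08 in si-hnRNPK.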
